# Altered MicroRNA Expression in Bovine Subcutaneous and Visceral Adipose Tissues from Cattle under Different Diet

**DOI:** 10.1371/journal.pone.0040605

**Published:** 2012-07-10

**Authors:** Josue Moura Romao, Weiwu Jin, Maolong He, Tim McAllister, Le Luo Guan

## Abstract

**Background:**

MicroRNAs (miRNAs) are a class of molecular regulators found to participate in numerous biological processes, including adipogenesis in mammals. This study aimed to evaluate the differences of miRNA expression between bovine subcutaneous (backfat) and visceral fat depots (perirenal fat) and the dietary effect on miRNA expression in these fat tissues.

**Methodology/Principal Findings:**

Fat tissues were collected from 16 Hereford×Aberdeen Angus cross bred steers (15.5 month old) fed a high-fat diet (5.85% fat, n = 8) or control diet (1.95% fat, n = 8). Total RNA from each animal was subjected to miRNA microarray analysis using a customized Agilent miRNA microarray containing 672 bovine miRNA probes. Expression of miRNAs was not equal between fat depots as well as diets: 207 miRNAs were detected in both fat depots, while 37 of these were found to be tissue specific; and 169 miRNAs were commonly expressed under two diets while 75 were diet specific. The number of miRNAs detected per animal fed the high fat diet was higher than those fed control diet (p = 0.037 in subcutaneous fat and p = 0.002 visceral fat). Further qRT-PCR analysis confirmed that the expression of some miRNAs was highly influenced by diet (miR-19a, -92a, -92b, -101, -103, -106, -142–5p, and 296) or fat depot (miR-196a and -2454).

**Conclusions/Significance:**

Our results revealed that the miRNA may differ among adipose depots and level of fat in the diet, suggesting that miRNAs may play a role in the regulation of bovine adipogenesis.

## Introduction

Adipose tissue is dynamic, with its fundamental activity in the regulation of energy balance, and its role in endocrine function becoming increasingly evident [1], [2]. Adipogenesis is the process by which preadipocytes differentiate into adipocytes [3]. The extent of adipogenesis is influenced by a number of factors including diet, fat depot, age and breed [4], [5], [6]. Studies have shown the importance of adipogenic transcription factors (PPARγ, C/EBPs, KLFs and SERBP), which regulate the expression of many adipogenic genes that participate in adipocyte differentiation [7], [8].

A class of gene regulators known as microRNAs (miRNAs) have been discovered to regulate gene expression in many biological processes including embryo development, differentiation, apoptosis, and metabolism in animals [9], [10], [11]. These molecules are small non-coding RNAs with approximately 22 nucleotides that are able to repress gene expression, by binding to messenger RNAs in a sequence-specific manner [12]. Such regulatory roles appear to be tissue specific as many tissue specific miRNAs have been identified [13], [14]. Recent studies reported that adipogenesis in humans and mice is also regulated by miRNAs, with several miRNAs being reported to have pro or anti-adipogenic roles [15], [16] through repression of various genes, including transcriptional factors such as PPARγ, PPARα and KLF5 [17], [18], [19], [20]. MiRNAs have also been shown to be differentially expressed in bovine adipose tissue with the expression of mir-378 expression varying with thickness of subcutaneous fat [21]. This miRNA is also differentially expressed in murine adipocytes during differentiation [22] and its pro-adipogenic activity is possibly through regulation of two tumour suppressor genes, SUFU and FUS-1 genes [23].

Recent studies have revealed that changes in the energy density of the diet influences gene expression in adipose tissue [24], [25]. However, it is not known if altering level of dietary energy by changing lipid levels influences miRNA expression in bovine adipose tissue. We hypothesized that miRNA expression differs between adipose depots and that level of lipids in the diet alters miRNAs expression in these depots. Therefore, this research aimed to determine the miRNA expression profile from subcutaneous and visceral adipose depots of beef cattle fed diets containing high or low levels of dietary fat.

## Results

### Performance and Fat Traits of Steers

Feeding steers with diets containing varying lipid content affected phenotypic traits of steers. Animals fed High fat diet had a higher body weight gain as well as an improved feed efficiency (Table 1). Despite statistical comparisons for fat traits (cutability, backfat thickness and adipocyte size) between control and high fat group there was only a trend in for steers fed the high fat diet to have lower cutability, higher backfat thickness and greater adipocyte size (Table 1).

**Table 1:** Performance and fat traits of animals fed control or high fat diet.

	Control	High fat	
Performance andfat traits	Mean ± SD	Mean ± SD	p-value
Weight gain (kg)	151.70±20.69	181.40±24.06	0.018
Feed Conversion Rate	5.76±0.51	5.20±0.30	0.019
Cutability (%)	53.25±2.66	51.13±1.64	0.075
Backfat thickness (mm)	17.62±5.01	20.75±3.54	0.171
Adipocyte size (µm)*	134.71±8.95	146.50±13.78	0.062

* Adipocytes used for analysis were derived from backfat tissue.

### Microarray Analysis of miRNAs Expression under Different Diets

From a total of 672 miRNA probes tested in the miRNA microarray, 244 were expressed in adipose tissue from at least one animal (Table S1). 

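Total RNA from subcutaneous fat and visceral fat of 16 steers was hybridized on 32 Agilent miRNA arrays, 1 array per sample and a single dye (Cy3). The diets and depots made 4 groups of 8 steers, and each steer gave a sample of both depots. The 8 arrays of a group shared 1 slide, and the 2 slides of a diet were scanned in 1 session, so slide and group, and scan session and diet, cannot be told apart. Each array carried 20 spots for each of the 672 miRNAs. The authors deposited, for every array, the background-subtracted intensity of each spot and the total intensity of each miRNA from Feature Extraction, not scaled between arrays, with a call of whether the miRNA was detected. They also deposited a table of log2 values normalized to the 75th percentile in GeneSpring. The summed intensity of the 672 miRNAs was 26021 to 79290 on the control diet, with a median of 36984, and 96888 to 366714 on the high fat diet, with a median of 200545. The ratio of these medians was 5.42, while the ratio was 0.847 for the spike-in RNAs of the labelling step and 0.944 for the local background. The sum is weighted to bright miRNAs, and the rise was uneven. Over 91 miRNAs detected on all 32 arrays, the median unscaled rise was 4.02-fold in subcutaneous and 3.09-fold in visceral fat. The largest, that of bta-miR-2478, was 134.5-fold and 84.5-fold. A miRNA was counted as detected where Feature Extraction called it detected, which held on at least 1 array for 295 miRNAs. Of all alternatives tried for this count, a deposited value above 0 moved it most, to 244. For the level of expression, total intensities were divided by the 75th percentile of the array over the 91 miRNAs detected on all 32 arrays, values under a common floor of -7.22 (log2) were set to it, and the log2 values were fitted with limma. The fit covered 233 miRNAs, those detected on at least 8 arrays with a value above the floor on some array. After this scaling the median diet difference over the 91 miRNAs was -0.91 in subcutaneous and -0.80 in visceral fat. Under other scalings it lay between -2.30, with the deposited values, and 2.26, with the labelling spike-ins, so every diet difference of a miRNA is relative to the scaling used. The number of arrays per group limits the precision.

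**Figure D1:**
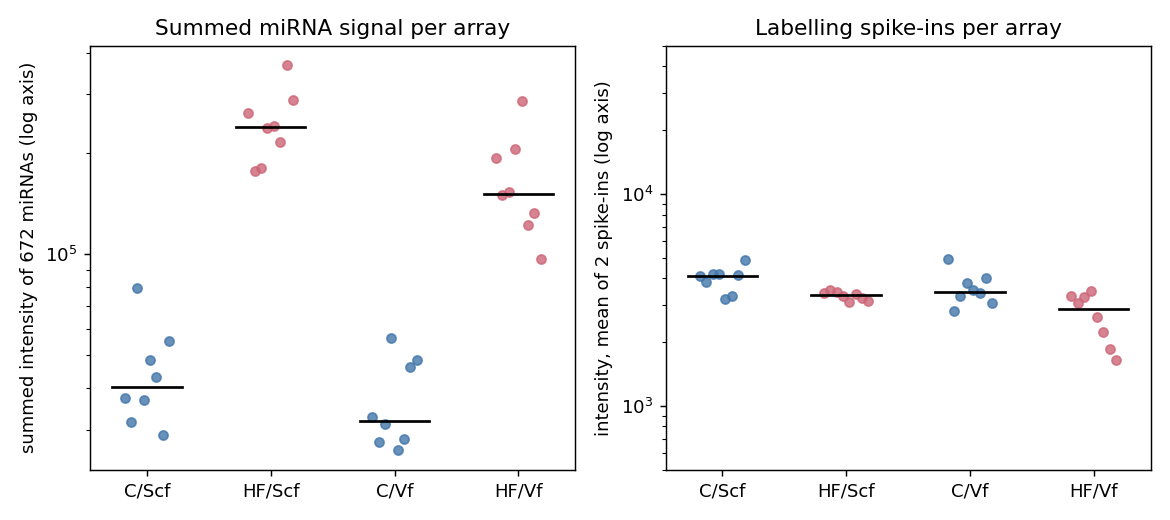
Summed intensity of the 672 miRNAs and intensity of the labelling spike-ins on each array, on log axes, for the 4 groups of 8 arrays; C is the control diet, HF the high fat diet, Scf subcutaneous and Vf visceral fat, and lines mark group medians. The medians of the summed intensity in subcutaneous fat were 40181 on the control and 239868 on the high fat diet, and those in visceral fat 31928 and 151704.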

The total number of miRNAs expressed in each group of steers was 207 for control and 206 for High fat group. 

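Feature Extraction called 210 miRNAs detected on at least 1 array of the control diet and 289 on at least 1 array of the high fat diet. Within the control diet, 195 were detected in subcutaneous and 194 in visceral fat. Within the high fat diet, the numbers were 274 and 270. With a deposited value above 0 in place of the detection call, 207 miRNAs were counted on the control and 206 on the high fat diet.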

When the profiles of miRNA were compared, a total of 169 miRNAs were simultaneously expressed in steers fed the high fat and control diet. 

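A detection call was given to 204 miRNAs on both diets, 6 on the control diet alone and 85 on the high fat diet alone. Requiring detection on at least 4 of the 8 arrays of a group left 156 on both diets, 2 on the control diet alone and 90 on the high fat diet alone. By deposited values above 0, 169 miRNAs were counted on both diets, 38 on the control diet alone and 37 on the high fat diet alone.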

A total of 75 miRNA were diet specific in subcutaneous or visceral fat, as 43 were detected only in the Control diet and 31 exclusively in the High fat diet, from subcutaneous adipose tissue. 

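In subcutaneous fat, 1 miRNA was called detected on the control diet alone and 80 on the high fat diet alone. The single miRNA, bta-miR-664, was detected on 1 control array and is named here after its values were seen. In visceral fat, 12 miRNAs were detected on the control diet alone and 88 on the high fat diet alone. Counting deposited values above 0 gave 43 and 31 in subcutaneous fat, and 31 and 37 in visceral fat. Counting miRNAs with at least 1 probe well above background gave 3 and 87 in subcutaneous fat, and 6 and 85 in visceral fat. A miRNA under the detection limit of the dimmer control arrays was not detectable there, which is not evidence of its absence.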

While for visceral adipose tissue, 31 miRNAs were detected only steers fed the Control and 37 miRNAs in those fed the High fat.

The number of miRNAs detected from each steer, ranged from 115 to 162, for Control group, and 162–163 for High fat group. 

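The number of miRNAs called detected on an array was 115 to 176 on the control diet and 169 to 259 on the high fat diet. In subcutaneous fat it was 118 to 176 on the control and 228 to 254 on the high fat diet. In visceral fat the highest control array reached 166. The number of deposited values above 0 was 115 to 162 on the control arrays and 162 to 163 on the high fat arrays.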

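In subcutaneous fat, 150.6 ± 18.8 miRNAs (SD, n = 8) were detected per array on the control diet and 241.1 ± 9.83 (SD, n = 8) on the high fat diet. The difference of 90.5 miRNAs gave p = 0.000155 in a two-sided exact permutation test, the smallest p that 8 arrays against 8 allow. In visceral fat, the numbers were 137.8 ± 19.2 (SD, n = 8) and 208.1 ± 30.0 (SD, n = 8). The difference there was 70.4 miRNAs, with the same smallest p from the same exact test. The alternative that moved these differences most counted miRNAs above a common scaled intensity on all arrays, the highest of the lowest detected intensities. By that count, the difference was 0.25 miRNAs in subcutaneous fat (exact permutation p = 0.9498) and 6.88 in visceral fat (exact permutation p = 0.0137). By deposited values above 0, it was 13.6 miRNAs in subcutaneous fat (exact permutation p = 0.000777) and 25.4 in visceral fat (exact permutation p = 0.000622).

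**Figure D2:**
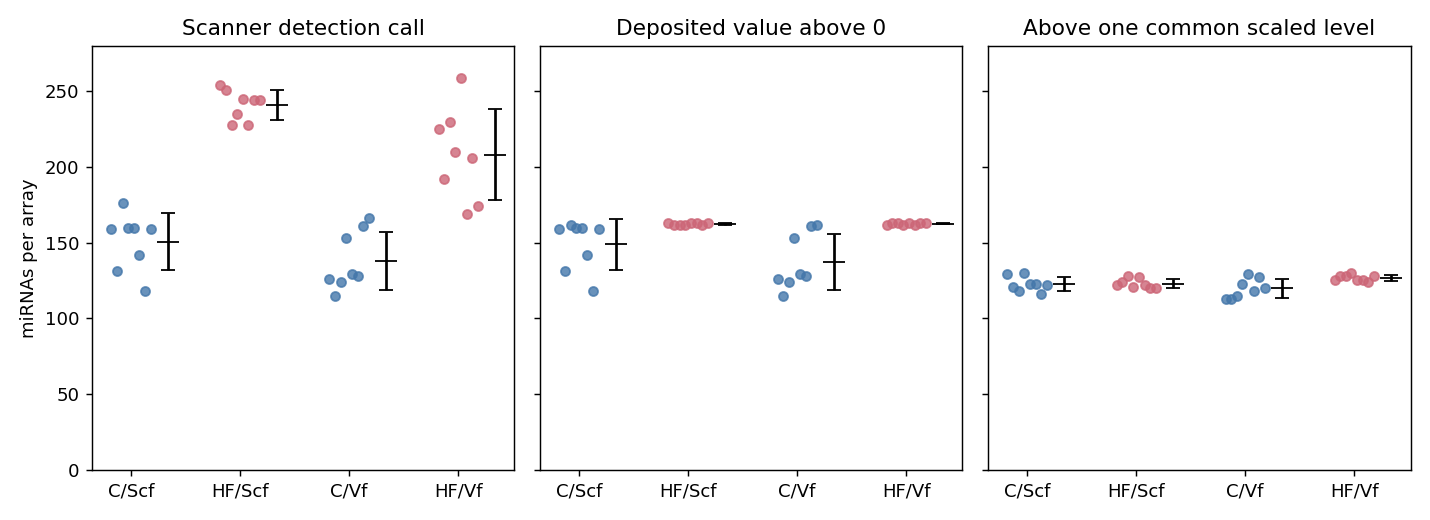
Number of miRNAs called detected on each array (vertical axis) in the 4 groups of 8 steers, with the mean and SD of each group; C is the control diet, HF the high fat diet, Scf subcutaneous and Vf visceral fat. The arrays of the high fat diet lie between 228 and 254 in subcutaneous fat and between 169 and 259 in visceral fat, each above all control arrays of the same depot.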

More miRNAs were detected in cattle fed the high fat diet (p = 0.037 in subcutaneous fat and p = 0.002 in visceral fat) than in those fed the control diet. Steers fed the high fat diet had a lower variability in the number of miRNA expressed than control steers (Table 2).

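By the detection calls, the SD of the number per array on the high fat diet was smaller than that of the control diet in subcutaneous fat and larger in visceral fat. The number of deposited values above 0 had an SD of 16.7 in subcutaneous and 18.4 in visceral fat on the control diet, and of 0.535 and 0.518 on the high fat diet. The authors' percentile shift was above 0 on 18 arrays, and all 18 held 162 or 163 values above 0. The 14 arrays with a shift of 0 each held as many values above 0 as miRNAs called detected.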

**Table 2:** miRNAs detected by individual and average according to diet and fat tissue.

	Control diet			High fat diet	
ID	Subcutaneous fat	Visceralfat	ID	Subcutaneous fat	Visceralfat
C108	159	126	F103	163	162
C111	131	115	F109	162	163
C209	162	124	F202	162	163
C211	160	153	F204	162	162
C307	160	129	F302	163	163
C308	142	128	F303	163	162
C405	118	161	F411	162	163
C410	159	162	F412	163	163
Avg.	148.8±16.6^b^	137.2±18.4^b^		162.5±0.5^a^	162.6±0.5^a^

a,b different letters mean significant difference between diet or fat depot comparisons, p<0.05.

### Microarray Analysis of miRNAs Expression under Different Fat Depots

A total of 207 miRNAs were detected in both fat depots, while 37 of these were found to be tissue specific. 

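Across diets, 262 miRNAs were called detected in both depots, 13 in subcutaneous fat alone and 20 in visceral fat alone. Going by deposited values above 0, there were 15 miRNAs in subcutaneous fat alone and 22 in visceral fat alone. Requiring detection on at least 4 of the 8 arrays of a group left 214 in both depots, 30 in subcutaneous fat alone and 4 in visceral fat alone.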

Control steers had 15 miRNAs detected solely in subcutaneous fat and 16 solely in visceral fat. Steers fed the high fat diet had 8 miRNAs solely detected in subcutaneous fat and 27 miRNAs in visceral fat. 

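Detection calls on the control diet placed 16 miRNAs in subcutaneous fat alone and 15 in visceral fat alone. Those on the high fat diet placed 19 and 15. With deposited values above 0, they were 15 and 16 on the control diet, and 8 and 27 on the high fat diet. With detection required on at least 4 of 8 arrays, they were 23 and 3 on the control diet, and 32 and 3 on the high fat diet.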

There was no statistical difference in the average number of miRNAs detected in different fat depots in steers fed either diet (Table 2).

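On the control diet, the number of miRNAs detected per array in visceral minus subcutaneous fat was -12.9 (two-sided exact permutation p = 0.196). For steers on the high fat diet it was -33 miRNAs (two-sided exact permutation p = 0.01103). With the samples of a steer paired, as a replicate block, an exact sign-flip test gave p = 0.242 on the control diet and p = 0.03125 on the high fat diet. In each diet, 6 of the 8 steers had fewer detected miRNAs in visceral fat. The difference between depots was not larger on one diet than on the other beyond the spread between steers (interaction of -20.1 miRNAs, permutation p = 0.196). By deposited values above 0, the difference was -11.6 on the control diet (exact permutation p = 0.206) and 0.125 on the high fat diet (exact permutation p = 1). By the common scaled intensity, it was -3 on the control diet (exact permutation p = 0.3108). On the high fat diet that count reversed the difference, to 3.63 (exact permutation p = 0.0227).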

### Frequency of miRNAs Detected in the Experimental Population

The miRNAs detected varied from being present in only a single steer on each diet to being present in all eight animals sampled. For example, we detected only 118 miRNAs in subcutaneous fat tissue in a steer (ID: C405) fed the control diet while in another steer (ID: C209) 162 miRNAs were detected. 

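The detection calls gave 118 miRNAs for the subcutaneous sample of steer C405 and 176 for that of steer C209, against 118 and 162 deposited values above 0. In visceral fat the order of these steers was the opposite, with 161 miRNAs for C405 and 124 for C209.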

The majority of miRNAs (58.9% in Control and 76.7% in High fat) detected were expressed in all eight animals from each treatment, while the remainder of miRNAs (41.1% in Control and 23.3% in High fat) were detected in from one up to seven animals (Figure 1). 

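Taking a miRNA as detected in a steer when it was called detected in either depot, 58.1% of the miRNAs of the control diet and 75.4% of those of the high fat diet were detected in all 8 steers. With deposited values above 0, the shares were 58.9% and 76.7%. With at least 1 probe well above background, they were 61.0% and 73.4%.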

MiRNAs detected from steers fed the high fat diet, regardless of the depot, were more consistently detected than in steers from the Control group. 

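By the detection calls, 122 miRNAs were detected in all 8 steers of the control diet and 218 in all 8 steers of the high fat diet. In all 16 steers, 121 were detected. By deposited values above 0, 122 miRNAs were found in all steers of the control diet, 158 in all steers of the high fat diet and 107 in all 16.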

A total 122 of miRNAs detected in control group were conserved in all eight steers, while 158 miRNAs from High fat group were conserved in all steers. 

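When judged by the detection calls, 173 miRNAs were detected on at least 1 array of each of the 4 groups. The number was 143 by deposited values above 0, 145 with a probe well above background and 129 with detection on at least 4 of the 8 arrays of every group. Counting only deposited values above 0 on every array gave 82 miRNAs, a count chosen after the values were seen.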

Despite differences in miRNA profiles due to diet or tissue-specificity, a total of 83 miRNAs were simultaneously expressed in both fat depots and steers fed either the high fat or control diet.

**Figure 1:**
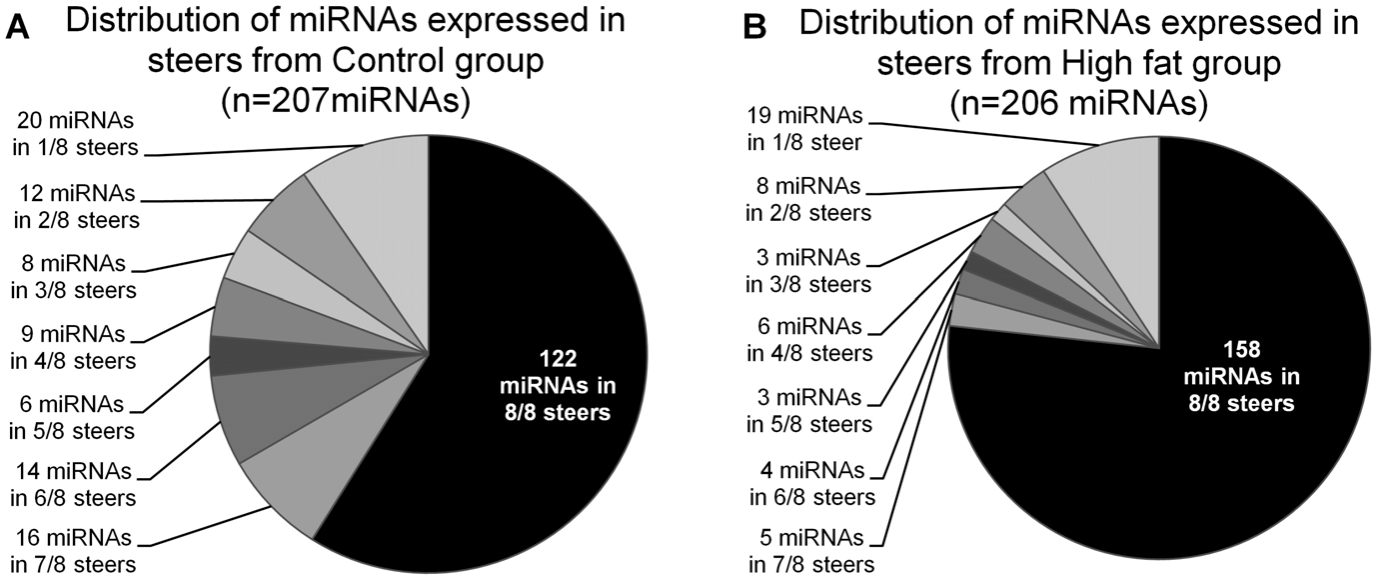
Distribution of miRNAs detected in steers fed control diet (A) or high fat diet (B). The distribution of miRNAs considers data from both subcutaneous and visceral fat tissue for Control (A) and High fat diet (B) groups. Each pie chart represents how the total amount of miRNAs (Control = 207, High fat = 206) are distributed within the animal population of each group, varying from a maximum of eight out of eight animals to a minimum of one out of eight.

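Of the miRNAs called detected on the control diet, 19 were detected in a single steer, 13 in 2 steers, 7 in 3, 9 in 4, 9 in 5, 14 in 6 and 17 in 7 steers. For the high fat diet, 24 miRNAs were detected in a single steer, 11 in 2 steers, 5 in 3, 5 in 4, 8 in 5, 8 in 6 and 10 in 7 steers.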

### MiRNAs Selected for qRT-PCR Validation

Twelve miRNAs were selected for qRT-PCR validation based on miRNA microarray expression data (Table S1). They presented significant differences (p<0.05) among the 4 experimental categories, consisting of combinations of two diets with two fat depots (miR-16b, -19a, -92a, -92b, -101, -103, -106, -142–5p, -196a, -296, -2368* and, -2454).

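All 12 selected miRNAs were among the 233 tested, under the same names except that the array lists miR-92a as bta-miR-92 and miR-142-5p as bta-miR-142. With limma's test among the 4 groups, 12 of 12 differed at an adjusted p under 0.05 over all miRNAs tested, and also 12 when adjusted over the list alone. The study chose the list on these samples, so the latter is not independent evidence. The number fell to 11 with percentiles taken over all 672 miRNAs and with the deposited values, each time without bta-miR-103. It also fell to 11 with normexp, without bta-miR-101, and with the labelling spike-ins, without bta-miR-2368*. The percentile over all 672 miRNAs was its set minimum of 1 on every control array but the subcutaneous one of steer C209. It thus divided the high fat arrays, by 5.47 to 29.8, and left those control arrays undivided. Of the 12, 6 were higher and 3 lower on the high fat diet past the threshold in subcutaneous fat. In visceral fat, 6 were higher and 4 lower. This balance depended on the processing. The labelling spike-ins gave 10 higher and 1 lower in subcutaneous fat, and 9 and 1 in visceral fat. No scaling gave 10 and 2, and 8 and 1. With normexp, 0 were higher and 10 lower in each depot. Between depots, 3 of the 12 differed on the control diet and 4 on the high fat diet, or 3 on each diet with the steer as a replicate block. From the array differences among the groups, the paper selected these miRNAs for measurement by qRT-PCR.

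**Figure D3:**
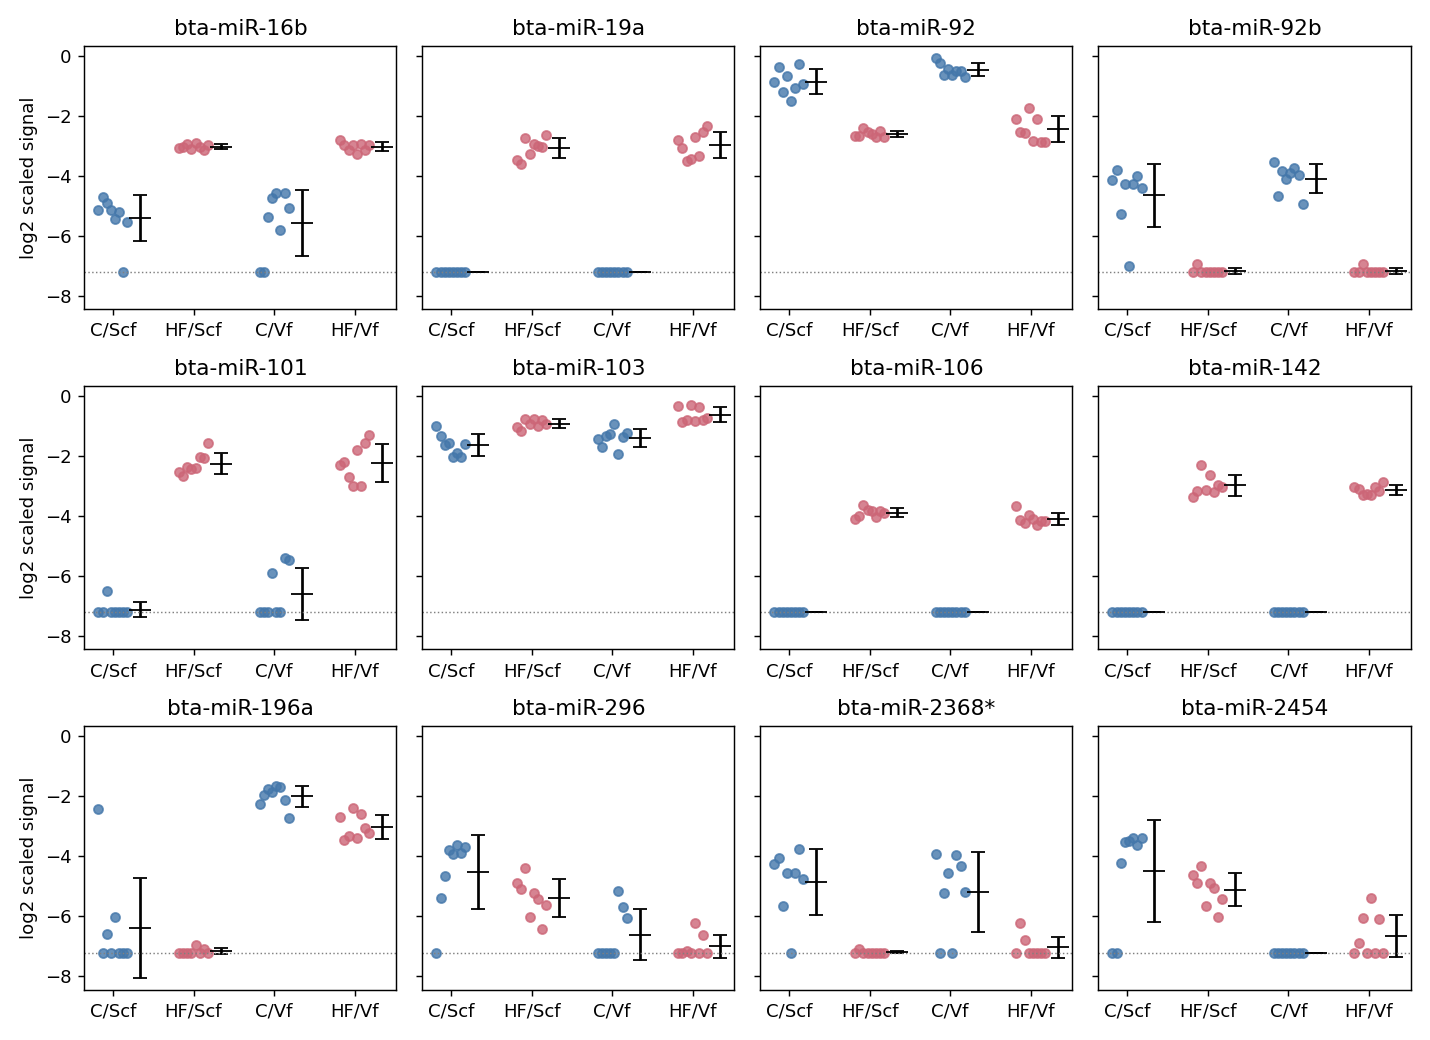
Scaled intensity (log2) of the 12 selected miRNAs on each array, in 4 groups of 8 steers, with the mean and SD of each group and the common floor as a dotted line at -7.22; C is the control diet, HF the high fat diet, Scf subcutaneous and Vf visceral fat. The control arrays of bta-miR-19a, bta-miR-106 and bta-miR-142 all lie at the floor, as do those of bta-miR-2454 in visceral fat.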

The expression of 8 miRNAs (miR-19a, -92a, -92b, -101, -103, -106, -142–5p, and 296) was notably higher in steers fed the high fat diet than those fed the control (Figure 2). Increases ranged from a low of 2.62 fold in subcutaneous adipose tissue and 8.94 fold in the visceral adipose tissue for miR-92b, to a high of 185.11 in subcutaneous adipose tissue and 968.77 fold in the visceral adipose tissue for miR-142–5p. Expression of other miRNAs was heavily influenced by fat depot. MiR-2454 expression was higher in subcutaneous fat compared to visceral fat (32.20 fold in Control and 2.67 fold in high fat) whereas, conversely, miR-196a had a higher expression in visceral than subcutaneous fat (43.06 fold in Control and 17.25 fold in High fat). The miR-2368* and miR-16b also exhibited significant differences in expression, however their changes between diet types were not detected in either fat depot, with miR-16b being observed only in subcutaneous fat and miR-2368* in visceral fat (Figure 2). The comparison between qRT-PCR and microarray expressions showed that they were not showing the same trends for all miRNAs. Six miRNAs (miR-16b, miR-19a, miR-106, miR142–5 p, miR-196a and miR-2454) had the expression in agreement between qRT-PCR and microarray, however the other six (miR92a, miR-92b, miR-101, miR-103, miR-296 and miR-2368*) had divergent results.

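The array values of the 12 miRNAs are log2 differences of the scaled intensity, high fat minus control, from limma with n = 8 steers per group. Bta-miR-16b was higher on the high fat diet by 2.39 in subcutaneous fat (standard error 0.329, adjusted p = 1.33e-07) and by 2.55 in visceral fat (adjusted p = 3.79e-08), with the subcutaneous sample of control steer C405 and the visceral samples of control steers C108 and C111 at the floor. With these undetected arrays at their own detection limit, the lowest scaled intensity called detected on the array, the differences were at least 2.11 and 2.13. Values given as at least assume that an undetected miRNA lay under that intensity, which was not tested. Bta-miR-19a, bta-miR-106 and bta-miR-142 were detected on all high fat arrays and not detected on any control array. With each control array set to its own limit, they were at least 10.6-fold, 6.09-fold and 11.5-fold higher in subcutaneous fat and at least 8.21-fold, 3.77-fold and 7.34-fold higher in visceral fat. Bta-miR-101 was detected on 1 of 8 control arrays in subcutaneous fat and 3 of 8 in visceral fat, and with the other control arrays at their own limit it was at least 17.5-fold and 9.91-fold higher on the high fat diet. The difference of bta-miR-92, detected on all arrays, was -1.73 in subcutaneous fat (standard error 0.163, adjusted p = 4.33e-11) and -1.98 in visceral fat (adjusted p = 2.80e-12). It was positive with no scaling, at 1.18 and 0.44, and with the labelling spike-ins, at 1.44 and 0.89, and in subcutaneous fat with scaling to bta-miR-181a, at 0.28. Bta-miR-92b lay at the floor on 7 of 8 high fat arrays in each depot, and with undetected arrays at their own limit and no floor it was at least 13.8-fold lower in subcutaneous and 14.2-fold lower in visceral fat than on the control diet. Its fall in subcutaneous fat was not past the threshold with the labelling spike-ins, at -0.66 (adjusted p = 0.0658). For bta-miR-103 the differences were 0.72 (standard error 0.140, adjusted p = 3.64e-05) and 0.77 (adjusted p = 1.14e-05). They turned negative with percentiles over all 672 miRNAs, at -0.52 and -0.35, and with the deposited values, at -0.68 and -0.30. Both of these scalings left most control arrays undivided. Bta-miR-2368* fell by 2.35 in subcutaneous fat (adjusted p = 1.37e-05) and by 1.84 in visceral fat (adjusted p = 0.000311), sizes that depend on the floor, at which 7 and 6 of 8 high fat arrays lay. Its visceral fall was not past the threshold with no scaling, at -0.55, the labelling spike-ins, at -0.43, scaling to bta-miR-181a, at -1.01, and the methods' t-test with Bonferroni correction (adjusted p = 0.488). Bta-miR-196a fell by 1.01 in visceral fat (adjusted p = 0.0338), a difference that was positive with no scaling, at 1.41, with the labelling spike-ins, at 1.86, and with scaling to bta-miR-181a, at 0.87. The diet differences of bta-miR-196a in subcutaneous fat, and of bta-miR-296 and bta-miR-2454 in both depots, were not past the threshold. Their adjusted p lay between 0.0548 and 0.417. Some were past it under alternatives. In visceral fat, bta-miR-2454 was higher with the labelling spike-ins (1.76), no scaling (1.59) and scaling to bta-miR-181a (1.44), and lower with normexp (-1.07). Bta-miR-296 was lower there with spot intensities (-0.99), normexp (-1.04) and the floor at an intensity of 1 (-1.84). In subcutaneous fat, bta-miR-196a was lower with spot intensities (-1.62) and normexp (-0.92), and higher with no scaling (1.27) and the spike-ins (1.37). With the background correction by normexp, the differences of bta-miR-16b, bta-miR-19a, bta-miR-106 and bta-miR-142 were negative in both depots, as was that of bta-miR-101 in visceral fat.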

**Figure 2:**
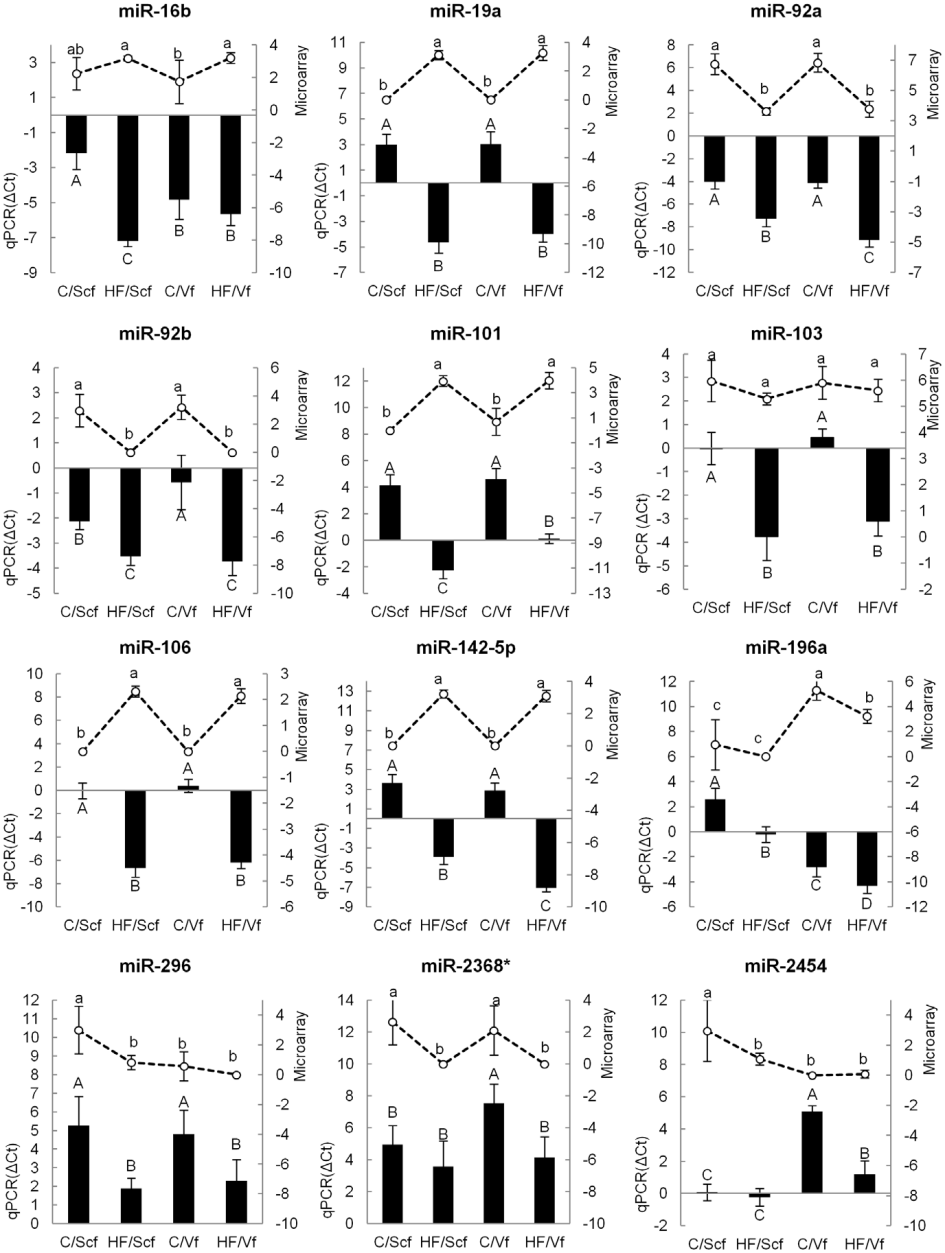
Expression of miRNAs by qRT-PCR and microarray. MicroRNA expression is presented for the following treatments on the horizontal axis: Control diet/Subcutaneous fat (C/Scf), High fat diet/Subcutaneous fat (HF/Scf), Control diet/Visceral fat (C/Vf) and High fat diet/Visceral fat (HF/Vf). The graphs show the miRNA expression from miRNA microarray represented by lines (–○–) on the top and values are shown on the left vertical axis as normalized intensity values. Quantitative PCR expression is represented using columns (←) on the bottom and values are shown on the right vertical axis as delta cycle threshold (ΔCt). A, B, C, D Columns (qPCR) with different letters differ significantly (p<0.05). a, b, c Markers in lines (microarray) with different letters differ significantly (p<0.05). Data are presented as Mean ± Standard deviation.

### MiRNA Predicted Targets and Functional Analysis

A total of 34 unique genes expressed in adipose tissue having functions related to lipid metabolism or adipogenesis were predicted to be targets of the 12 miRNAs validated by qRT-PCR (Table 3). The amount of potential gene targets varied among miRNAs with a high of seven predicted genes for miR-101 and miR-2368* and a low of one predicted gene for miRNA-196a. The majority of the predicted genes (28 out of 34) were predicted targets of only one of the 12 miRNAs analyzed, while six of them (ABHD5, ADRB1, CLOK, PPARGC1B, REST and SGK1) were predicted targets for two miRNAs. The functional analysis identified the biological functions relevant to the 34 predicted target genes (Table 4). A total of 25 biological functions were relevant to adipose tissue physiology, with 24 were classified in the Lipid Metabolism category and 1 in the Connective Tissue Development and Function category. Some biological functions were more prevalent than other, such as synthesis of lipids which accounted for 19 of the 34 of the predicted genes.

## Discussion

Diet is known to impact many phenotypic traits in ruminants such as growth rate, meat and the fat content and fatty composition of milk and meat. Steers fed the high fat diet (5.85%) in the present study had higher weight gain and improved feed efficiency compared to those fed the control diet, with some of these differences likely being attributable to differences in adipose metabolism as suggested by changes in carcass cutability, backfat thickness and adipocyte size. Recent advanced functional genomics approaches have allowed the identification of the mechanisms of adipogenesis at gene expression level [5] and their alteration in response to different diets [24], [26]. A recent study showed that beef steers supplemented with a high fat supplement (0.31 Kg/day of corn oil) presented a higher lipogenic activity in fat tissue, with higher expression of Fatty acid synthase and Stearoyl-CoA desaturase [24]. The increase of adipose mass by high fat diets can also enhance the production of adipokines, influencing the regulation not only of fat tissue, but also promoting systemic effects on metabolism [2], [27]. In this study, we further investigated the molecular regulation of beef cattle adipose tissue by characterizing the expression of miRNAs in adipose tissue.

MiRNAs are known to regulate gene expression by binding to complementary sequences of their target messenger RNAs which leads to translational repression and affects several physiological processes, including adipogenesis [16], [28]. MiRNAs from adipose tissue exhibited differential expression levels between steers of distinct breed as well as with different levels of backfat thickness [21]. A recent study further showed variation of miRNA profiles among different locations of subcutaneous backfat [29]. Our current study is the first to report that the miRNA expression profiles in steers differed significantly in two fat depots in response to varying dietary fat content. Our results are in agreement with another study that showed the manipulation of dietary fat (varying levels of conjugated linoleic acid in the diet) impacted the expression of miRNAs (miR-143, -107, -221 and -222) from retroperitoneal adipose tissue of mice [30]. Although the miRNA expression was altered due to dietary manipulation in both species; mice and bovine have different molecular mechanisms of adipogenesis [31], [32], in part due to variation in the fatty acid profile presented to adipocytes as a result of differences in microbial biohydrogenation in the intestinal tract.

Microarray analysis revealed that most miRNAs were simultaneously expressed in steers fed both diets, but a parcel of miRNAs was specific to each diet which might tailor the regulation of adipose tissue to the specific metabolic requirements imposed by each diet. Dietary fat changes alter gene expression (mRNA level) in bovine adipose tissue [26] and considering that miRNA is a major regulator on gene expression, it is perhaps not unexpected that distinct miRNA profiles in adipose tissue are associated with changes in the fat content of the diet. Steers fed the high fat diet had a higher average number of miRNA expressed compared to control steers (Table 2), suggesting that a high fat diet increased the complexity of the role of miRNAs in regulating gene expression. We speculate that it is likely that all pathways leading to fat development are activated in the adipose tissue of high fat diet animals, therefore more miRNAs are needed to regulate fat development in animals fed high fat diet. However, the differences in miRNA number between steers from control and high fat groups may also suggest that animals in either group have different response to the environment effect or interactions between genetic regulation and environment influence. Future studies to investigate the diet effects on the same animals are necessary to clarify if the expression of microRNAs is directly regulated by the diet.

Two parameters can differentiate the miRNA profile between individuals. One is the presence or absence of distinct miRNAs and the other is the level of expression of each miRNA. However it is expected that individuals should express a core number of miRNAs fundamental for the regulation of genes involved in adipose metabolism. Steers fed high fat diet presented a larger core (76.7%) of miRNAs (expressed in all eight animals) compared to control steers (58.9%), suggesting that a high fat diet demands a larger regulational miRNA core to regulate adipose tissue metabolism. 

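Bta-miR-103 and bta-miR-27b were detected on all 32 arrays. Of the 9 let-7 miRNAs on the array, 8 were detected on all 32 arrays. The other, bta-let-7a*, was detected on 13.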

Among those, we detected well studied miRNAs including miR-103 which has a pro-adipogenic role [33], miRNA let-7, reported to have an anti-adipogenic role in 3T3-L1 adipocyte cell culture regulating HMGA2 [34] and miR-27b which regulates the expression of PPARγ, considered the master regulator of adipogenesis [35]. These findings suggest that miRNA based regulation in adipogenesis is common in different mammalian species. It is noticeable that the first bovine specific miRNAs identified may be associated with bovine adipogenesis. For example, miR-2368* and miR-2454 are two bovine specific miRNAs [36]. Although their functions are unknown, based on bioinformatics prediction tools they may regulate mRNAs belonging to peroxisome proliferator-activated receptor alpha (PPARA) and platelet-derived growth factor beta polypeptide (PDGFB) genes. Future studies are necessary to understand their roles in visceral fat in response to different diets.

**Table 3:** Predicted miRNA gene targets with functions related to lipid metabolism and/or adipogenesis.

microRNA	Symbol	Entrez Gene Name
bta-miR-16b	FGF2	fibroblast growth factor 2 (basic)
	GNAI3	guanine nucleotide binding protein (G protein), alpha inhibiting activity polypeptide 3
	LRP6	low density lipoprotein receptor-related protein 6
	PAFAH1B2	platelet-activating factor acetylhydrolase 1b,catalytic subunit 2 (30 kDa)
	SMAD7	SMAD family member 7
	WNT3A	wingless-type MMTV integration site family, member 3A
bta-miR-19a	SOCS3	suppressor of cytokine signaling 3
	SGK1	serum/glucocorticoid regulated kinase 1
	ADRB1	adrenergic, beta-1-, receptor
	ABHD5	abhydrolase domain containing 5
bta-miR-92a,b	ADRB1	adrenergic, beta-1-, receptor
	TEF	thyrotrophic embryonic factor
bta-miR-101	SLC12A2	solute carrier family 12 (sodium/potassium/chloride transporters), member 2
	SGK1	serum/glucocorticoid regulated kinase 1
	PRKCE	protein kinase C, epsilon
	PPARGC1B	peroxisome proliferator-activated receptor gamma, coactivator 1 beta
	KITLG	KIT ligand
	GSK3B	glycogen synthase kinase 3 beta
	APP	amyloid beta (A4) precursor protein
bta-miR-103	BDNF	brain-derived neurotrophic factor
	CLOCK	clock homolog (mouse)
	PTGS2	prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase)
bta-miR-106	ABHD5	abhydrolase domain containing 5
	REST	RE1-silencing transcription factor
bta-mi-142–5p	ABCA1	ATP-binding cassette, sub-family A (ABC1), member 1
	ACSL6	acyl-CoA synthetase long-chain family member 6
	CAV2	caveolin 2
	REST	RE1-silencing transcription factor
bta-miR-196a	GLTP	glycolipid transfer protein
bta-miR-296	ABHD4	abhydrolase domain containing 4
	PPARGC1B	peroxisome proliferator-activated receptor gamma, coactivator 1 beta
bta-miR-2368*	ACSL3	acyl-CoA synthetase long-chain family member 3
	CARM1	coactivator-associated arginine methyltransferase 1
	CLOCK	clock homolog (mouse)
	FOXO1	forkhead box O1
	LIF	leukemia inhibitory factor (cholinergic differentiation factor)
	PPARA	peroxisome proliferator-activated receptor alpha
	SNCA	synuclein, alpha (non A4 component of amyloid precursor)
bta-miR-2454	B4GALT1	UDP-Gal:betaGlcNAc beta 1,4- galactosyltransferase, polypeptide 1
	PDGFB	platelet-derived growth factor beta polypeptide

**Table 4:** Functional analysis of gene targets involved in lipid metabolism and adipogenesis.

Category	Function	Pathways	p-value	Predicted gene targets involved
Lipid Metabolism	synthesis	synthesis of lipid	2.15E-15	ABCA1, ABHD5, ACSL3, ACSL6, APP, B4GALT1, BDNF, CAV2, FGF2, FOXO1, GNAI3, KITLG, LIF, PDGFB, PPARA, PTGS2, REST, SNCA, SOCS3
		synthesis of phospholipid	1.68E-06	ABHD5, ACSL6, FGF2, PDGFB, PTGS2, SOCS3
		synthesis of fatty acid	2.07E-06	ABCA1, ACSL3, APP, CAV2, KITLG, LIF, PTGS2, SNCA
		synthesis of steroid	3.27E-06	APP, BDNF, FGF2, KITLG, LIF, PPARA, REST
	metabolism	metabolism of membrane lipid derivative	7.67E-13	ABCA1, ABHD5, ACSL6, APP, B4GALT1, BDNF, FGF2, GNAI3, KITLG, PDGFB, PTGS2, SNCA, SOCS3
		fatty acid metabolism	3.81E-12	ABCA1, ACSL3, ACSL6, APP, B4GALT1, CAV2, FGF2, GLTP, GNAI3, KITLG, LIF, PPARA, PTGS2, SNCA, TEF
		metabolism of phospholipid	3.44E-07	ABHD5, ACSL6, FGF2, PDGFB, PTGS2, SNCA, SOCS3
		metabolism of acylglycerol	5.68E-06	ABHD5, ACSL6, FOXO1, GNAI3, KITLG
	quantity	quantity of lipid	3.73E-11	ABCA1, ADRB1, APP, B4GALT1, BDNF, FOXO1, KITLG, LIF, PPARA, PPARGC1B, PRKCE, PTGS2, SGK1, SLC12A2, SNCA
		quantity of steroid	5.85E-10	ABCA1, ADRB1, APP, BDNF, LIF, PPARA, PPARGC1B, PRKCE, PTGS2, SGK1, SLC12A2
		quantity of triacylglycerol	5.39E-06	BDNF, FOXO1 (includes EG:2308), PPARA, PPARGC1B, PRKCE, PTGS2
		quantity of sterol	7.10E-06	ABCA1, APP, BDNF, PPARA, PPARGC1B, PTGS2
	oxidation	oxidation of lipid	2.84E-08	ABHD5, ACSL3, ACSL6, APP, PPARA, PPARGC1B, PTGS2, SNCA
		oxidation of fatty acid	1.84E-06	ABHD5, ACSL3, ACSL6, PPARA, PPARGC1B, PTGS2
		oxidation of oleic acid	3.36E-06	ACSL3, ACSL6, PPARA
	accumulation	accumulation of lipid	2.47E-07	ABCA1, ABHD5, ACSL6, APP, FOXO1, GSK3B, PAFAH1B2, PPARA
	release	release of lipid	2.97E-07	ABCA1, APP, CAV2, GNAI3, KITLG, PDGFB, PRKCE, PTGS2
		release of fatty acid	1.32E-05	CAV2, GNAI3, KITLG, PDGFB, PRKCE, PTGS2
	cleavage	cleavage of lipid	3.36E-07	ABHD4, ABHD5, GNAI3, PAFAH1B2, PPARA, PTGS2, SNCA
	biosynthesis	biosynthesis of glycosphingolipid	2.25E-06	APP, B4GALT1, FGF2, GNAI3, KITLG
	concentration	concentration of lipid	3.89E-06	ABCA1, APP, CLOCK, PPARA, PTGS2
	hydrolysis	hydrolysis of lipid	4.63E-06	ABHD4, ABHD5, GNAI3, PAFAH1B2, PPARA, SNCA
	esterification	esterification of lipid	5.68E-06	ABCA1, APP, LIF, PPARA
	steroidogenesis	steroidogenesis	1.39E-05	APP, BDNF, FGF2, KITLG, LIF, PPARA
Connective Tissue Development and Function	differentiation	differentiation of adipocytes	1.28E-10	ADRB1, CARM1, FOXO1 (includes EG:2308), GSK3B, LIF, LRP6, PPARA, SMAD7, WNT3A

The qRT-PCR analysis further verified the diet effect on expression of twelve miRNAs, suggesting that that these miRNAs may be involved in regulation of specific functions or pathways in bovine adipose tissue. It is known that various miRNAs regulate adipogenesis [9], [16], [37], [38], [39]. Up to date, the miRNA expression has been widely compared among different species and tissue types. A study on humans showed that miR-103 was the most stable miRNA under different variable conditions, including fat tissue location, body mass index, physiological vs. pathological states, and gender [40]. However, this study did not examine the effect of diet on miRNA expression. In the present study, miR-103 was upregulated in steers fed high fat diet suggesting that a change in dietary fat content may alter the miR-103 expression and play a regulatory role in bovine adipose tissue. This miRNA was found to bind mRNA of caveolin-1, a factor that regulates insulin sensitivity, with the upregulation of miR-103 in liver or fat tissue being associated with impaired glucose homeostasis in mice [41].

In addition, an upregulation of members of the cluster miR-17-92 (miR-19a and -92a) in adipose depots of steers fed high fat diet compared to control was also observed, suggesting an increased adipogenesis in these animals. The miRNA cluster miR-17-92 was shown to be pro-adipogenic as overexpression of miR-17-92 accelerated adipocyte differentiation and increased triglyceride accumulation in 3T3-L1 cells through inhibition of Rb2/p130, a key cell cycle regulator and tumor suppressor [42]. Similarly, expression of other miRNAs (miR-92b, -101, -106, -142-5p, -296) was higher in both fat depots in steers fed high fat diet as compared to control steers, but the regulatory role of these miRNAs remains to be defined in adipose tissue.

To date, the molecular mechanisms of bovine adipogenesis in different adipose depots have not been well defined. Serial analysis of gene expression found a total of 82 genes up or downregulated (>2 fold change) depending on the fat depot (subcutaneous vs. intramuscular fat) in Korean cattle [43]. Differences in gene expression among different fat depots have also been observed in pig and mouse [44]. In this study, we found miRNAs influenced mainly by adipose depot location, such as miR-196a, which was highly expressed in visceral fat while miR-2454 was highly expressed in subcutaneous fat. 

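Bta-miR-196a was higher in visceral than in subcutaneous fat by 4.39 (log2 difference of the scaled intensity, standard error 0.424, adjusted p = 4.82e-09 from limma) on the control diet. Its mean was -2.01 ± 0.354 (SD, n = 8) in visceral and -6.40 ± 1.66 (SD, n = 8) in subcutaneous fat, where 5 of 8 arrays lay at the floor. With these 5 undetected arrays at their own detection limit, the difference was at least 3.76. Such bounds assume that an undetected miRNA lay under the lowest intensity called detected on the array, which was not tested. On the high fat diet the difference was 4.15 (adjusted p = 1.73e-08), from -3.02 ± 0.403 in visceral and -7.17 ± 0.0941 in subcutaneous fat (SD, n = 8 each), close to the floor. A single subcutaneous sample, that of control steer C108, had a visceral-like value of -2.43. Bta-miR-2454 was not detected on any visceral array of the control diet and was detected on 6 of the 8 subcutaneous ones, so no size is given. The difference there was past the threshold in limma (adjusted p = 0.000109). It was not past it with the methods' t-test and Bonferroni correction (adjusted p = 0.111) or with normexp, at -0.016 (adjusted p = 0.906). On the high fat diet the difference of bta-miR-2454, visceral minus subcutaneous, was -1.54 (adjusted p = 0.0147), with 4 of 8 visceral arrays at the floor. With undetected arrays at their own limit and no floor, it was lower in visceral fat by at least 1.74. Bta-miR-296 also fell by 2.10 from subcutaneous to visceral fat on the control diet (adjusted p = 0.000399) and by 1.62 on the high fat diet (adjusted p = 0.00410), and was detected on 3 of 8 visceral arrays of each diet. With undetected arrays at their own limit and no floor, the fall of bta-miR-296 on the high fat diet was at least 2.15. On the control diet its difference, visceral minus subcutaneous, was 0.033 with normexp. Among the miRNAs detected on all 16 arrays of the high fat diet whose values did not overlap between depots, bta-miR-378 with 1.49 and bta-miR-197 with 1.31 had the largest differences towards visceral fat after bta-miR-196a. Neither was past the threshold with no scaling, at 0.62 and 0.44, nor was bta-miR-197 with normexp, at 0.21. Bta-miR-199b with -1.03, bta-miR-199a-5p with -1.002 and bta-miR-204 with -0.998 had the largest towards subcutaneous fat, and these 3 were not past the threshold with the deposited values.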

The adipose depot specificity of these miRNAs is likely related to the regulatory peculiarities of each fat depot. miRNAs tissue specificity has already been reported in other species including mice [45], [46] and human [13] indicating the need of different regulatory mechanisms to address the unique physiology of each tissue type.

Furthermore, it is noticeable to mention that both microarray and qRT-PCR revealed a significant difference of expression of miR-16 in steers fed the two diets. This miRNA has been widely used as an endogenous control miRNA for qRT-PCR analysis [21], [47], [48], [49]. 

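The array holds bta-miR-16a and bta-miR-16b. Bta-miR-16a was detected on 30 of the 32 arrays and was higher on the high fat diet by 2.18 (log2, standard error 0.354, adjusted p = 2.33e-06 from limma) in subcutaneous fat and by 2.49 (adjusted p = 2.17e-07) in visceral fat. The differences were at least 1.90 and 2.24 with the undetected control array of each depot at its own detection limit, if the miRNA lay under that limit. Its mean in subcutaneous fat was -4.82 ± 1.01 (SD, n = 8) on the control and -2.65 ± 0.0783 (SD, n = 8) on the high fat diet. With normexp, the differences were -0.58 and -0.38. In subcutaneous fat the difference was not past the threshold with percentiles over all 672 miRNAs, at 0.94 (adjusted p = 0.0803), or with the deposited values, at 0.73 (adjusted p = 0.141). Both of these scalings left most control arrays undivided.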

Its expression was not consistent in subcutaneous fat across the two diets. Indeed, miR-16 is reported to regulate a gene involved in apoptosis, B cell lymphoma 2 (BCL2, anti-apoptotic gene) [50], suggesting miR-16 has pro-apoptotic function. Considering that apoptosis is reported to be diet influenced in adipose tissue and associated with obesity [51], we can assume that higher miR-16 levels in steers fed high fat was also diet mediated. This indicates that miR-16 is not a stable endogenous control for adipose tissue across diets that differ in fat level. Therefore, future studies also considering the impact of dietary lipid levels on miRNAs will be needed to identify an alternative endogenous control.

The twelve miRNAs validated by qRT-PCR had at least one predicted gene target with functions related to lipid metabolism and/or adipogenesis. These findings suggest that these differentially expressed miRNAs may play a role in the regulation and development of bovine fat tissue. Some of these miRNAs may even play a broader role such as miR-101 and miR-2368* which are predicted to regulate 7 genes related to lipid metabolism and/or adipogenesis (Table 3), including Peroxisome Proliferator Activated Receptor alpha (PPARA), an important regulator of energy homeostasis in white adipose tissue [52]. The functional analysis indicates that the predicted genes filtered according to their presence in adipose tissue have a broad role in lipid metabolism and adipogenesis. The processes they are involved ranges from synthesis to release of lipids, indicating the important role miRNAs may have on adipose tissue fat metabolism. A previous study using digital gene expression tag profiling showed that genes involved in adipogenesis such as FGF2, GNAI3, LRP6, PAFAH1B2, SMAD7, WNTA3, SOCS3, SGK1, ADRB1, ABHD5, SLC12A2, PRKCE, KITLG, APP, PTGS2, ABCA1, ACSL6, CAV2, ABHD4, LIF, PPARA, SNCA, B4GALT1 and PDGFB were expressed in subcutaneous adipose tissue of beef cattle [5], which belong to the predicted miRNA targets in this study.

It is a complex task to determine the exact role of miRNAs in the gene regulation of adipose as they do not require a perfect complementarity to regulate target messenger RNA [53]. Complementarity is the main feature that miRNA target prediction tools use to find miRNA targets, as a result they may find hundreds of possible targets for one miRNA [54]. Additional studies to experimentally identify the targets of miRNAs differentially expressed in fat tissue will be fundamental to improve our understanding of the roles of miRNAs in gene regulation in adipose tissue under a range of dietary conditions. In addition, the fat tissues collected in this study consist of a mixture of different cell types. Therefore future studies using bovine adipocyte cell lines may further verify the essential regulatory functions of miRNA in bovine adipogenesis.

It is noticeable that miRNAs have also been reported to be part of the regulatory mechanisms of epigenetics. Several DNA methyltransferase genes (DNMTs), which encode proteins responsible for establishment and maintenance of the methylation of the fifth carbon of cytosine residues in DNA, are reported to be targets of miRNAs [55]. Moreover, studies show that DNA methylation and histone modifications not only regulate the expression of protein coding genes, but also of miRNAs [56]. Therefore it is evident the miRNA impact on epigenetic regulatory mechanisms and vice versa. Their interplay modulates gene expression at transcriptional and post-transcriptional levels with implications to the regulation of global gene expression and potentially to adipogenesis. Besides, recently the miR-483-3p was reported to be epigenetically regulated by nutrition during early life in mice and humans with impacts on the regulation of adipose tissue in adult life [57].

In conclusion, the results obtained from this study revealed that the expression of miRNAs differed between subcutaneous and visceral fat depots, suggesting that the molecular mechanism of adipogenesis is site dependent in beef cattle. 

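With limma, 44 of the 233 miRNAs differed between depots on the control diet at an adjusted p under 0.05. Of these, 16 were higher and 28 lower in visceral fat. As many differed in 5 of 100 splits of the samples, the real one included, so chance cannot be excluded for this count. The deposited values gave 2 higher and 29 lower on this diet, and no scaling 2 and 25. On the high fat diet 61 differed, 27 higher and 34 lower. Over both diets 81 differed, 37 higher and 44 lower in visceral fat, but 4 higher and 77 lower with the labelling spike-ins, 3 and 115 with no scaling, and 5 and 32 with the deposited values. The values of the 8 steers did not overlap between depots for 0 miRNAs called on the control diet and for 18 on the high fat diet, where chance gives a share of 0.000155 of all miRNAs tested. The count on the control diet moved most with the methods' t-test and Bonferroni correction, to 3, and that on the high fat diet lay between 14, with the deposited values, and 133, with no scaling, of which 1 was higher in visceral fat. The labelling spike-ins gave 4 higher and 87 lower there. With the steer as a replicate block, 41 and 59 miRNAs differed. With the slide as a random block, 0 miRNAs differed by depot over both diets in limma, with 2 at an unadjusted p under 0.05, in a fit that leaves the diet difference in the variance between slides. With diet and depot both in that fit, chosen after seeing the data, 84 differed. From the differences between the depots, the paper proposes that the mechanism of adipogenesis depends on the depot.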

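With limma, 177 of the 233 miRNAs differed by diet in subcutaneous fat, 97 higher and 80 lower on the high fat diet. In visceral fat 167 differed, 98 higher and 69 lower. Over both depots 186 differed, 106 higher and 80 lower. The 8 arrays of each diet did not overlap for 123 of these miRNAs in subcutaneous fat and 108 in visceral fat, where chance gives a share of 0.000155 of all miRNAs tested. The balance of directions depended on the scaling. In subcutaneous fat, the labelling spike-ins gave 216 higher and 1 lower, no scaling 206 higher and 4 lower, percentiles over all 672 miRNAs 56 higher and 102 lower, the deposited values 50 higher and 106 lower, the spot intensities 80 higher and 108 lower, and normexp 24 higher and 203 lower. In visceral fat, the corresponding counts were 181 and 1, 165 and 7, 64 and 86, 59 and 81, 81 and 126, and 28 and 200. Percentiles over all 672 miRNAs and the deposited values left most control arrays undivided. The normexp offset of 50 weighs more on the dim control arrays after scaling. The diet difference over both depots correlated with the slope of a miRNA on array brightness within the groups (Pearson r = 0.639, one-sided permutation p = 0.013). This was across the 233 miRNAs, which are not independent replicates. Brightness here was the log2 summed intensity, which is weighted to bright miRNAs. The largest rises among miRNAs detected on all arrays of a depot were those of bta-miR-2478, at 4.16 in subcutaneous and 3.98 in visceral fat, bta-miR-30b-5p, at 3.16 and 3.14, and bta-miR-199b, at 2.91 and 2.90 (log2 differences). In subcutaneous fat the largest falls were those of bta-miR-2286, at -3.12, bta-miR-665, at -3.09, and bta-miR-1281, at -3.02, all 3 of which were near 0 with the labelling spike-ins. In visceral fat they were those of bta-miR-2288, at -3.38, bta-miR-423-5p, at -3.24, and bta-let-7b, at -3.12, which were not past the threshold with the labelling spike-ins, at -0.51, -0.37 and -0.25. The diet effect differed between depots for 4 miRNAs (interaction in limma), bta-miR-130b, bta-miR-210, bta-miR-450 and bta-miR-487b, which are named here after their values were seen and were detected on at most 1 of the 16 control arrays. With the steer as a replicate block there were 3, without bta-miR-487b. The count was 1 with spot intensities and 1 without the subcutaneous sample of steer C108. It was 13 with the labelling spike-ins and 27 with no scaling, all negative. Among the 91 miRNAs detected on all arrays it was 0.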

Our study further identified significant changes in the types and level of expression of miRNAs in steers fed diets differing in fat content. These findings suggest that miRNAs serve as regulators of adipogenesis in response to different dietary conditions. High fat diets have been considered as one of the main factors causing obesity in humans. The identification of the factors that alter miRNAs expression could expand current understanding of the environment and genetic factors that influence gene expression during adipogenesis. Significant individual variation of miRNA expression within the same diet group has been observed. Future studies to link the genotypes to variation of miRNA and their gene targets expressions are essential to elucidate the roles of miRNAs in fat adipogenesis.

## Materials and Methods

### Animal Study and Sample Collections

A total of 16 Hereford×Aberdeen Angus 12 month steers were used in this experiment. They were selected based on similar body weight (∼ 456 kg) and housed in individual pens at the Lethbridge Research Centre and offered feed and water *ad libitum.* The steers were fed experimental diets for approximately 14 weeks. Diets differed in fat content, with the low fat diet containing 1.95% fat, (Control group, n = 8) and the high fat diet containing 5.85% fat. (High fat group, n = 8). Fat content of the diet was increased by including more flaxseed in the diet (Table 5 and Table 6). Experimental diets were fed until slaughter at about 15.5 months of age. Throughout the experiment several performance measures were recorded including body weight gain, feed intake, feed conversion and carcass traits including cutability, backfat thickness and adipocyte size were recorded and reported elsewhere [58], [59]. Subcutaneous fat (backfat) and visceral fat (perirenal fat) were collected from animal carcasses after slaughter, immediately frozen in liquid nitrogen, and kept at −80°C until analyzed. The animal study was approved by the Animal Care Committee of Lethbridge Research Centre, Agriculture Agri-food Canada with ACC# 0930.

**Table 5:** Formulation of Control and High fat diets.

Feed Formulation	Control	High fat
Barley grain, %	85.00	75.00
Barley silage (ave 160), %	10.00	10.00
Vitamin & mineral supplement, %^1^	5.00	5.00
Flax seed, %	0.00	10.00

1 Containing the following minerals and vitamin in 1 kg: 14.67 mg copper, 58.32 mg zinc, 26.73 mg manganese, 0.66 mg iodine, 0.23 mg cobalt, 0.29 mg selenium, 4825 IU vitamin A, 478 IU vitamin D and 32 IU vitamin E.

**Table 6:** Nutritional composition of Control and High fat diets.

Composition	Control	High fat
Dry Matter, %	73.93	74.67
Protein, %	12.71	13.81
Degr. CH2O^1^	47.60	42.00
NEm, Mcal/kg^2^	1.98	2.00
NEg, Mcal/kg^3^	1.33	1.34
Calcium, %	0.62	0.64
Fat, %	1.95	5.85

1 Degradable carbohydrates.

2 Net energy for maintenance.

3 Net energy for gain.

### Measurement of Adipocytes Size

Fat tissues (backfat) were taken by biopsy and were placed in warm saline and transported to the laboratory. Approximately 80 mg of tissue were cut to small pieces and fixed with 1 mL of 5% osmium tetroxide [60] for one week. After removal of the osmium tetroxide solution, fixed tissues were then placed in 8 mol/L urea in physiologic saline to soften the tissue until the most of the adipocytes were isolated. The cells were then washed with saline and were sampled to a 24 well plate for microphotography using an inverted microscope with a digital camera. The diameter of cells was then determined by computer image analysis using software of Motic Images Plus 2.0 ML [61].

### RNA Extraction

Total RNA extraction was performed by homogenizing the fat tissue samples with TRIZOL® (TRI reagent, Invitrogen, Carlsbad, CA, USA) following the manufacturers instructions for samples with high fat content. The concentration of total RNA was measured using the NANODROP® spectrophotometer ND-1000 (Thermo Scientific, Waltham, MA, US) and RNA integrity was measured using the Agilent 2100 BIOANALYZER® (Agilent Technologies Deutschland GmbH, Waldbronn, Germany). RNA with integrity number (RIN) >7.8 was used for miRNA microarray and qRT-PCR analysis.

### Microarray Analysis

MiRNA profiling of adipose tissue samples from visceral and subcutaneous adipose depots from 8 cattle from each diet was performed using AGILENT 8×15 K miRNA array V3 (Agilent Technologies, Santa Clara, CA, USA) customized to profile 672 bovine miRNAs based on the miRBase (Version 15). In brief, total RNA (100 ng) was firstly labeled with the AGILENT miRNA Complete Labeling and Hyb Kit (Version 2.1) by dephosphorylation with calf intestinal phosphatase, followed by denaturing and ligation with Cyanine3-pCp to the 3′ end. The labeled RNA was hybridized with array slides with hybridization buffer and 10× GE blocking agent, and incubated at 55°C for ∼20 hours. Finally, the arrays were washed with GE buffers and scanned at 5 µM resolution on an Agilent G2565CA High Resolution Scanner (Agilent Technologies). 

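The deposited normalized values equalled the log2 of the deposited total intensity of a miRNA minus a constant of the array, with values under 0 set to 0. For all 244 miRNAs with a value above 0 on some array, the largest difference from this was 1.59e-06. The constant was 0 on 14 of the 16 control arrays. On the 16 high fat arrays it lay between 2.67 and 5.05, with a median of 4.35, a 20.4-fold division of the intensity.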

Data were processed through Agilent’s Feature Extraction software version 10.7.3.1 using the protocol miRNA_107_Sep09 and the data was normalized to the 75th percentile using GeneSpring GX 11.5 (Agilent Technologies). Differentially expressed miRNAs were filtered by a two sample T-test with standard Bonferroni correction using the Multiple Array Viewer from Multi Experiment Viewer software (v.4.5) [62].

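With the methods' t-test and Bonferroni correction on the scaled log2 intensities, 131 of the 233 miRNAs differed by diet in subcutaneous fat and 115 in visceral fat. Between depots, 3 differed on the control diet and 22 on the high fat diet. With Benjamini-Hochberg adjustment of the same test, chosen after seeing the data, the counts were 175 and 153 by diet, and 17 and 86 by depot.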

### Dataset

All the microarray data in this study are in compliance to MIAME guidelines and the data have been deposited in the publicly available NCBI’s Gene Expression Omnibus Database (http://www.ncbi.nlm.nih.gov/geo/). The data are accessible through GEO Series accession number GSE35012 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE35012).

### MiRNA Expression Validation by qRT-PCR

Candidate miRNAs were selected based on microarray data for qRT-PCR validation. MiRNA expression was carried out with TAQMAN® miRNA assays according to the manufacturer’s recommendation (Applied Biosystems, Foster City, CA, USA). Briefly, cDNAs were reversely transcribed from 10 ng of total RNA using 5× specific miRNA RT primer and were amplified using a 20× TAQMAN® miRNA assay. Fluorescence signal was detected with an ABI STEPONEPLUS Real-time PCR System detector® (Applied Biosystems). A total of 28 samples from four different treatment combinations (2 diets x 2 tissue types) were used for qRT-PCR analysis, considering 7 biological replicates per group and 3 technical replicates per reaction. Bta-miR-181a was selected as reference miRNA in this study due to its stable expression among all animals and treatments.

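On the arrays, bta-miR-181a was detected on all 32. Its scaled intensity (log2) in subcutaneous fat was -3.31 ± 0.326 (SD, n = 8) on the control and -5.31 ± 0.197 (SD, n = 8) on the high fat diet. In visceral fat it was -3.19 ± 0.240 and -5.06 ± 0.378 (SD, n = 8 each). The diet difference in limma was -2.01 (standard error 0.149, adjusted p = 2.30e-13) in subcutaneous and -1.88 (adjusted p = 1.42e-12) in visceral fat. Without scaling it was 0.91 and 0.54, and with the labelling spike-ins 1.16 and 1.00, so its direction on the arrays depended on the scaling. Scaling the arrays to this miRNA moved the median diet difference of the 91 miRNAs detected on all arrays to 1.10 in subcutaneous and 1.08 in visceral fat.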

### MiRNA Target Prediction and Functional Analysis

The 12 miRNAs selected for qRT-PCR validation were further analyzed to predict which genes they may regulate. Each miRNA was individually searched in the TargetScan Release 6.0. The search was performed for mammals and customized by species (cow/*Bos taurus*). The prediction results were ranked according to context scores and site conservation [63]. The top 100 predictions for each miRNA were analyzed through IPA (Ingenuity® Systems, www.ingenuity.com). The analysis filtered genes expressed only in adipose tissue and this set of genes was submitted to a functional analysis. Right-tailed Fisher’s exact test was used to calculate a p-value determining the probability that each biological function assigned to that data set is due to chance alone.

### Statistical Analysis

The means for performance of steers, fat traits (cutability, backfat thickness and adipocyte size) and average number of miRNAs per individual were compared by a two tailed two sample T-test. The miRNA expressions from qRT-PCR and its respective in microarray were tested for normality and equal variances, submitted to One-way ANOVA and the means were compared by Tukey test. Differences were considered statistically different at p<0.05 and analyses were performed with SAS software (v.9.0).

## Supporting Information

Table S1 The normalized expression of 244 microRNAs detected by microarray in this study is presented for the four experimental groups: Control diet/Subcutaneous fat, High fat diet/Subcutaneous fat, Control diet/Visceral fat and High fat diet/Visceral fat. 

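The group means of Table S1 are the means of the deposited normalized values over the 8 arrays of a group, with an undetected group listed as 0. All 976 means of the 244 miRNAs lay within the rounding of the table, with a largest difference of 0.0004999.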

“UD”, represents the undetected.
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

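The microarray experiment of the paper was analysed from 32 arrays, 1 for each sample of subcutaneous and visceral fat of 16 steers, in 4 groups of 8 (control diet or high fat diet, subcutaneous or visceral fat). Samples were grouped by the diet, depot and steer that their labels and the paper's Table 2 give. The qRT-PCR measurements, the steers' performance and the target predictions are not analysed here.

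According to the file headers and the methods, the authors scanned each array once, extracted it with Feature Extraction and deposited intensities that were background subtracted and, for each miRNA, summed over its probes, without scaling between arrays and with 0.1 for a miRNA that was not detected. The authors also deposited log2 values that GeneSpring had normalized to the 75th percentile. That table lists features by number only, so its features were matched to the miRNAs by value, and all 244 features with a value above 0 matched 1 miRNA within 1e-05. In it, the log2 intensity was shifted by a constant of the array and values under 0 were listed as 0. Each array held 13440 spots for miRNAs, 20 for each of 672 miRNAs. Across the arrays 0 spots were saturated, and 3.30 percent of the spots carried an outlier mark. The marked spots were left out in the alternatives that start from single spots.

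The choices of the analysis and its alternatives were fixed before the data were examined, except those named as added later. A miRNA was taken as detected by the Feature Extraction call. Alternatives were a deposited value above 0, at least 1 probe well above background, detection on at least 4 of the 8 arrays of a group, and for the number per array a common scaled intensity of 0.0333. Numbers of detected miRNAs per array were compared by two-sided exact permutation tests of the difference in means, whose smallest p for 8 arrays against 8 is 0.000155, by the methods' t-test, and for depots also with the steer as a replicate block (exact sign-flip test).

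For the level of expression, the total intensity of each miRNA was divided by the 75th percentile of the array over the 91 miRNAs detected on all 32 arrays. Values under a common floor, the median over arrays of the lowest detected scaled intensity (0.00671, log2 -7.22), were set to that floor. Of 240 miRNAs detected on at least 8 arrays, 7 were at the floor on every array and the other 233 were tested with limma (lmFit and eBayes, 4 groups in 1 fit, two-sided moderated test, Benjamini-Hochberg adjusted p under 0.05). A difference from a group with undetected arrays is given as a bound where the other group was detected on all 8 arrays and the text says at least. The undetected arrays are then set to their own detection limit, the lowest scaled intensity called detected on them, and the detected ones keep their value. The bound assumes that an undetected miRNA lay under that lowest intensity, which was not tested. The alternatives were percentiles over all 672 miRNAs, no scaling, the median over the 91 miRNAs, quantile normalization, scaling to bta-miR-181a (named miRNAs only), the spot intensities gProcessedSignal (minimum 1), normexp background correction with an offset of 50, other floors (the highest group median, and an intensity of 1 before scaling), the deposited values, no filter, only the miRNAs detected on all 32 arrays, the position on the slide or the steer as a block, the slide as a random block for contrasts over both depots or diets, and the methods' t-test with Bonferroni correction. The normexp correction used the median intensity of the spots. For the percentiles over all 672 miRNAs, intensities were first set to a minimum of 1. That percentile was 1 on every control array but the subcutaneous one of steer C209, so these arrays were left undivided. Scaling to the labelling spike-ins, the methods' t-test with Benjamini-Hochberg adjustment, leaving out the subcutaneous sample of control steer C108, deposited values above 0 with the methods' t-test, and the slide as a random block with diet and depot both in the model were added after seeing the data.

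The miRNAs named in the text are the 12 selected for qRT-PCR, the reference bta-miR-181a, those the discussion names as measured in these tissues, and in each contrast the 3 with the largest rise and the 3 with the largest fall past the threshold whose groups of 8 did not overlap and, as narrowed after seeing the data, that were detected on all 16 arrays. On the control diet no miRNA met this rule between depots. Names are those of the array files.

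The test was tried on simulated data with 57 changed miRNAs among 216. It called 43 of them, 75.4 percent, all 43 in the right direction, and 6 of the 159 unchanged ones, 12.2 percent of its calls. A contrast without changes gave 0 calls, and the slope of estimated on true change was 0.980. The simulation gave all miRNAs of an array the same brightness factor. Its rises and falls were balanced and lay in the subcutaneous high fat group alone. In the data, 177 of 233 miRNAs were called by diet there, and slopes on brightness differed between miRNAs. The simulation therefore does not test whether the scaling holds for the real diet differences. Each result of a model was compared with other splits of the samples, 100 splits in all with the real one. The precision is limited by the 8 arrays of a group and, for dim miRNAs, by the detection limit of each array, which is higher relative to the scaled intensity on the control arrays.

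Each group was hybridized on its own slide and each diet scanned in its own session, so no term for slide or session could be fitted within a diet and depot. Software was R 4.3.3 with limma 3.58.1 and statmod 1.5.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.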

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

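The tests of the brightness of single arrays, of the subcutaneous sample of steer C108, of the floor in the diet by depot interaction and of the authors' percentile shift were chosen after the results were seen.

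In 53 groups of 8 arrays of the named miRNAs, 9 values lay far from the other 7 (log2 scaled intensity). Chance flags about 1 in 20 groups. On the control diet in subcutaneous fat, bta-miR-16b was at the floor of -7.22 in steer C405 against -5.54 to -4.72 in the others, bta-miR-92b was -7.00 in steer C307 against -5.28 to -3.82, and bta-miR-101 was -6.50 in steer C209 with the others at the floor. On the high fat diet in subcutaneous fat, bta-miR-92b was -6.93 and bta-miR-2368* -7.11 in steer F109, each with the others at the floor, and bta-miR-196a was -6.96 in steer F302 against -7.22 to -7.10. In visceral fat of the high fat diet, bta-miR-92b was -6.95 in steer F202 with the others at the floor, and bta-miR-2368* was -6.24 in steer F109 against -7.22 to -6.81. In 4 of the 9 cases the other 7 arrays were at the floor, where any detection stands apart. The brightness of the array is a candidate explanation for such single values. Of the 9, 4 came from the array with the highest or lowest summed intensity of its group. With so few arrays, the brightness of an array and a difference of the steer cannot be told apart for them.

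The remaining value is bta-miR-196a in the subcutaneous sample of control steer C108, -2.43 against -7.22 to -6.04 in the other 7. An exchange of the 2 samples of this steer is argued against, since its visceral array lay at 1.02 between the subcutaneous mean (0) and the visceral mean (1) of the other control steers, inside the range of 0.471 to 1.41 of the other visceral arrays. Visceral fat or its RNA in the subcutaneous sample may explain the value, since over 36 other miRNAs that differ by depot on the high fat diet and were detected on all arrays its subcutaneous array lay at 0.851 on the same scale, beyond the other subcutaneous arrays (-0.506 to 0.633). The same position could come from a steer whose subcutaneous fat resembles visceral fat, which was not tested. Without this sample, 58 miRNAs differed between depots on the control diet instead of 44, and the interaction count was 1 instead of 4.

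The diet effect differed between depots for 4 miRNAs by the interaction in limma, named after their values were seen. The interaction, visceral minus subcutaneous, was -1.01 for bta-miR-130b (adjusted p = 0.000472), -0.64 for bta-miR-210 (adjusted p = 0.0318), -1.19 for bta-miR-450 (adjusted p = 0.0318) and 0.49 for bta-miR-487b (adjusted p = 0.0442). With the steer as a replicate block, and with the position on the slide as a block, 3 were called, all negative, without bta-miR-487b. Values at the common floor in the control groups may explain the count, because none of the 4 was detected on more than 1 of the 16 control arrays, so that the interaction reflects the difference between depots on the high fat diet. Among 100 splits of the steers between the diets, 4 gave at least 4 such miRNAs, the real split included, a share under 0.05 that excludes chance only narrowly, and another split gave 29. The count was 0 of 91 in limma among the miRNAs detected on all 32 arrays, where 3 had an unadjusted p under 0.05. A difference between the depots in the response to diet stays open and was not tested further.

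For 51 miRNAs called detected, no array had a deposited value above 0, and the paper does not report them. All 51 were detected on the high fat diet and 0 on the control diet. Of these, 19 were detected on at least 8 of the 16 high fat arrays and 0 on all 16. The highest number, 15 arrays, was that of bta-miR-760, named after its values were seen. The authors' 75th percentile shift may explain their absence from the deposited values, since all 18 arrays with a shift above 0 kept 162 or 163 values, whatever the number detected. The higher intensity of the high fat arrays and an effect of the diet are both open as reasons for their detection on that diet alone.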

How the results depend on the processing

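Scaling to the labelling spike-ins, the methods' t-test with Benjamini-Hochberg adjustment, leaving out the subcutaneous sample of steer C108, deposited values above 0 with the methods' t-test, and the slide as a random block with diet and depot both fitted were tried after the data were seen. Under alternatives, the main results gave 159 values that kept their direction and side of the threshold or stayed within 1.5 times the count, 38 counts that moved further, 3 differences that reversed and 1 that was no longer past the threshold. For the changes listed, the cause was not tested unless it is stated.

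The number of detected miRNAs per array was higher on the high fat diet past the threshold in both depots under every definition and test except the common scaled intensity in subcutaneous fat, where the difference was 0.25. The difference between depots on the high fat diet (visceral minus subcutaneous) changed from -33 to 0.125 by deposited values above 0, with either test, and to 3.625 by the common scaled intensity. Deposited values above 0 hold 162 or 163 miRNAs on every high fat array, which fixes that difference near 0.

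Several counts of miRNAs found on 1 diet alone or in 1 depot alone moved beyond 1.5 times. By deposited values above 0 they were 43 on the control diet and 31 on the high fat diet in subcutaneous fat, 31 and 37 in visceral fat, and on the high fat diet 8 in subcutaneous and 27 in visceral fat alone. With a probe well above background, 3 and 6 were found on the control diet alone in subcutaneous and visceral fat, and 8 in visceral fat alone on the high fat diet. With detection on at least 4 of 8 arrays, 4 were found on the control diet alone in visceral fat, 3 in visceral fat alone on each diet, and 32 in subcutaneous fat alone on the high fat diet.

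Counts of miRNAs that differed by diet lay between 115 and 229 under all alternatives but 1, in both depots and over both. Among the miRNAs detected on all 32 arrays they were 79 in subcutaneous fat, 80 in visceral fat and 81 over both depots, because only 91 miRNAs were tested. There the depot count on the control diet was 29, the interaction count 0 and the count among the 12 selected miRNAs 2, as 10 of the 12 were not tested. Otherwise 11 or 12 of the 12 differed under every alternative.

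Depot counts depended more on the processing. With percentiles over all 672 miRNAs they were 25 on each diet and 51 over both diets. The deposited values gave 14 on the high fat diet and 37 over both diets. With no scaling they were 27 on the control and 133 on the high fat diet, and the interaction count was 27. The labelling spike-ins gave 12 on the control diet and an interaction count of 13. With normexp they were 11 and 38 and the interaction count was 2. The methods' t-test gave 3 and 22 with Bonferroni correction, and 17 on the control diet with Benjamini-Hochberg adjustment. The interaction count was 1 with the spot intensities and 1 without the subcutaneous sample of steer C108. With the slide as a random block, 0 miRNAs differed by depot over both diets in limma, with 2 at an unadjusted p under 0.05, and 156 by diet over both depots. The fit by depot leaves the diet difference in the variance between slides (correlation within slides of 0.742, against 0.183 in the fit by diet). With diet and depot both fitted, 84 differed by depot and 187 by diet. As each group has a slide of its own, none of these fits tells slide and group apart. With the steer as a replicate block, 41 miRNAs differed by depot on the control diet, 59 on the high fat diet and 81 over both, and all 51 named differences kept their direction and side of the threshold, while the interaction count was 3, without bta-miR-487b, and 3 of the 12 selected miRNAs differed by depot on the high fat diet instead of 4.

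No scaling and the labelling spike-ins keep the brightness difference between the diets, and the diet differences of some named miRNAs turned positive there. With no scaling (subcutaneous, then visceral fat) bta-miR-92 was 1.18 and 0.44, bta-miR-196a 1.27 and 1.41, and bta-miR-181a 0.91 and 0.54, while bta-miR-296 was 1.97 and bta-miR-2454 2.08 in subcutaneous fat. With the spike-ins, bta-miR-92 was 1.44 and 0.89, bta-miR-196a 1.37 and 1.86, and bta-miR-181a 1.16 and 0.997, while in subcutaneous fat bta-miR-296 was 2.19, bta-miR-2454 2.28, bta-miR-1281 0.12, bta-miR-665 0.076 and bta-miR-2286 0.043. Scaling to bta-miR-181a gave 0.28 for bta-miR-92, 1.16 for bta-miR-296 and 1.32 for bta-miR-2454 in subcutaneous fat, and 0.87 for bta-miR-196a in visceral fat.

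Bta-miR-103 was -0.52 and -0.35 with percentiles over all 672 miRNAs and -0.68 and -0.30 with the deposited values. Both left most control arrays undivided. With normexp, whose offset of 50 weighs more on the dim control arrays after scaling, the diet differences were -0.89 and -0.92 for bta-miR-16b, -0.58 and -0.38 for bta-miR-16a, -0.52 and -0.48 for bta-miR-19a, -0.78 and -0.97 for bta-miR-106, and -0.57 and -0.66 for bta-miR-142. They were -0.045 for bta-miR-101 and -1.07 for bta-miR-2454 in visceral fat, and the depot difference of bta-miR-296 on the control diet was 0.033. Without a change of direction, the difference of bta-miR-16a in subcutaneous fat was not past the threshold with percentiles over all 672 miRNAs (0.94) and the deposited values (0.73), nor was that of bta-miR-196a in visceral fat with the median over the 91 miRNAs (-0.79) and the floor at an intensity of 1 (-1.01). The same holds for bta-miR-2368* in visceral fat with no scaling, the labelling spike-ins, scaling to bta-miR-181a and the methods' t-test with Bonferroni correction, for the visceral falls of bta-miR-2288, bta-miR-423-5p and bta-let-7b with the labelling spike-ins, and for the depot differences of bta-miR-378 and bta-miR-197 on the high fat diet with no scaling. The depot differences of bta-miR-199b and bta-miR-199a-5p on the high fat diet were not past the threshold with percentiles over all 672 miRNAs. With the deposited values, they and that of bta-miR-204 were not past it. The remaining alternatives (median over the 91 miRNAs, quantile normalization, spot intensities, other floors, no filter, blocks, the methods' t-test and leaving out the sample of steer C108) reversed none of the named differences.

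The intensity over background limits the detection of dim miRNAs on the control arrays. A miRNA undetected there is known only not to have been called detected, and its level is not known.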

Differences from the paper's values

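The p of the diet difference in detected miRNAs per array was 0.000155 in each depot by the detection calls (exact permutation test), and the paper's is 0.037 in subcutaneous and 0.002 in visceral fat. Among the alternatives set before the data were examined, the methods' t-test gave 8.90e-09 and 6.76e-05, deposited values above 0 gave 0.000777 and 0.000622, probes well above background gave 0.000155 in each depot and the common scaled intensity gave 0.9498 and 0.0137, and all of these still differ. Deposited values above 0 together with the methods' t-test, an alternative chosen after seeing the values, gave 0.0366 and 0.00162, within the paper's values.

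Counts of miRNAs found in only 1 group differ. On the control diet alone in subcutaneous fat there was 1 miRNA against the paper's 43, and on the high fat diet alone 80 against the paper's 31. In visceral fat these were 12 against the paper's 31 and 88 against the paper's 37. On the high fat diet, 19 miRNAs were found in subcutaneous fat alone against the paper's 8, and 15 in visceral fat alone against the paper's 27. Deposited values above 0, an alternative set before the data were examined, gave the paper's value for all 6 counts. The other alternatives set then, probes well above background and detection on at least 4 of 8 arrays, left all 6 different, at 3, 87, 6, 85, 14 and 8 and at 1, 89, 4, 83, 32 and 3 in the same order.

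In all 4 groups, 173 miRNAs were detected, and the paper's count is 83. No alternative set before the data were examined gave the paper's count, as deposited values above 0 gave 143, probes well above background 145 and detection on at least 4 of 8 arrays 129. Counting only miRNAs present on every array, chosen after seeing the values, gave 91 by the detection calls and 82 by deposited values above 0.

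The highest number on 1 array of the high fat diet was 259, and the paper's is 163. Deposited values above 0 gave 163, and probes well above background (229) and the common scaled intensity (130) also fell within 1.5 times the paper's value.

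Differences of the group means in Table S1, high fat minus control, are on the log2 scale, as are the values here. A value is within the paper's if it has the same sign and the gap is at most the larger SD of the groups here or, where up to 4 arrays at the floor widen that SD (below for bta-miR-16b, bta-miR-296 and bta-miR-2454), if the folds are within 1.5 times each other. In subcutaneous fat, bta-miR-92 was -1.73 against the paper's -3.128, bta-miR-103 was 0.72 against the paper's -0.682 and bta-miR-181a was -2.01 against the paper's -3.404. In visceral fat, bta-miR-92 was -1.98 against the paper's -3.052, bta-miR-103 was 0.77 against the paper's -0.295, bta-miR-181a was -1.88 against the paper's -2.946 and bta-miR-196a was -1.01 against the paper's -2.079. For these 7 differences, the deposited values and percentiles over all 672 miRNAs, set before the data were examined, fall within the paper's values, and none of the other alternatives do.

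Bta-miR-16b was 2.39 against the paper's 0.947 in subcutaneous fat and 2.55 against the paper's 1.463 in visceral fat, within it in both under percentiles over all 672 miRNAs, spot intensities and the deposited values. With most control arrays at the floor, bta-miR-101 was 4.86 against the paper's 3.946 in subcutaneous fat, within it under spot intensities and the deposited values, and 4.37 against the paper's 3.3 in visceral fat, within it under these, percentiles over all 672 miRNAs, quantile normalization and the floor at the highest group median. In subcutaneous fat, bta-miR-296 was -0.87 against the paper's -2.169 and bta-miR-2454 was -0.61 against the paper's -1.881, both within it under percentiles over all 672 miRNAs and the deposited values. For these 6 differences, every other alternative set before the data were examined still differs.

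The paper states that the average number of detected miRNAs did not differ between depots on either diet. On the high fat diet the difference by the detection calls was -33 (exact permutation p = 0.01103), by probes well above background -34.9 (exact permutation p = 0.00824), and by the common scaled intensity 3.63 (exact permutation p = 0.0227). Deposited values above 0 gave 0.125 (exact permutation p = 1), without a difference.

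The paper states that steers on the high fat diet varied less in the number of miRNAs. By the detection calls, the SD in visceral fat was 30.0 on the high fat and 19.2 on the control diet, while in subcutaneous fat it was 9.83 and 18.8. Deposited values above 0 gave SDs on the high fat diet of 0.535 in subcutaneous and 0.518 in visceral fat.

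The paper states that miR-181a was stable among animals and treatments, without naming the measurement. On the arrays its diet differences were -2.01 and -1.88, with adjusted p of 2.30e-13 and 1.42e-12, and their direction depended on the scaling.

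The letters of Figure 2 mark no array difference by diet for miR-103 in either depot, nor for miR-16b in subcutaneous fat, whereas the differences here had adjusted p of 3.64e-05, 1.14e-05 and 1.33e-07. The difference of bta-miR-103 was not past the threshold in either depot with percentiles over all 672 miRNAs and with normexp, nor in visceral fat with the deposited values. That of bta-miR-16b in subcutaneous fat was past it under every alternative that tested it, but with normexp in the opposite direction, at -0.89. The letters also mark a fall on the high fat diet in subcutaneous fat for miR-296 and miR-2454, where adjusted p here was 0.0548 and 0.231. Both were lower past the threshold with percentiles over all 672 miRNAs, quantile normalization, spot intensities, normexp, the floor at the highest group median and the deposited values, and without the subcutaneous sample of steer C108, which was chosen after seeing the values. Between depots on the high fat diet the letters mark no difference for miR-296 and miR-2454, with adjusted p here of 0.00410 and 0.0147. Both were not past the threshold with percentiles over all 672 miRNAs, normexp, the floor at the highest group median and the deposited values, bta-miR-296 also with spot intensities and bta-miR-2454 also with the methods' t-test and Bonferroni correction.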

Other observations

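The tests of the labelling spike-ins and of the scan session and slide were chosen after the results were seen.

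The control arrays had a lower summed intensity of the miRNAs, with a ratio of the medians, high fat over control, of 5.97 in subcutaneous and 4.75 in visceral fat. Weaker labelling, hybridisation or scanning of the control slides is argued against, because the spike-ins of the labelling step had a ratio of 0.847 and those of the hybridisation step 0.844, both brighter on the control arrays. Less RNA on the control arrays, dimming all miRNAs by a single factor, is argued against as the whole cause, because 81 of the 91 miRNAs detected on all arrays still differed by diet over both depots after scaling, 29 higher and 52 lower on the high fat diet. Before scaling, the median rise of these miRNAs was 4.02-fold in subcutaneous and 3.09-fold in visceral fat, and 7 and 17 of them were lower. The largest rise, that of bta-miR-2478, was 134.5-fold and 84.5-fold, and the summed intensity is weighted to such bright miRNAs. Differences in RNA quality or in the amount of small RNA in the samples, and an effect of the diet on the miRNAs as a whole, stay open as untested.

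More miRNAs were detected per array on the high fat diet. In subcutaneous fat, dimmer control arrays may explain this, since counting miRNAs above a common scaled intensity left no difference beyond the spread (exact permutation p = 0.9498). In visceral fat they are argued against as the whole cause, because the difference in that count remained past the threshold (exact permutation p = 0.0137), at 6.88 miRNAs. The near constant number of deposited values above 0 on the high fat arrays may come from the authors' 75th percentile shift, as all 18 arrays with a shift above 0 had 162 or 163 such values.

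The diet differences of single miRNAs after scaling may come in part from the brightness of the array acting on single miRNAs. Brightness was taken as the log2 summed intensity, which is weighted to bright miRNAs such as bta-miR-2478. Across the 233 tested miRNAs, the slope of a miRNA on array brightness within the groups correlated with its diet difference (Pearson r = 0.639, Spearman rho = 0.599, one-sided permutation p = 0.013 for r from 1000 permutations of the arrays within groups). Among the 91 miRNAs detected on all arrays, r was 0.739 and rho 0.767 (one-sided permutation p = 0.012 for r). These correlations are across miRNAs, which are not independent replicates. The scan session of the slides stays open too, since 0 diets had slides in more than 1 scan session, and session and diet cannot be told apart.

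Other splits of the arrays or steers into the same group sizes were drawn, 100 per result with the real split included. For the miRNAs that differed by diet in subcutaneous fat, by diet in visceral fat, by depot on the high fat diet, by diet over both depots and by depot over both diets, only the real split, 1 of 100, gave a count as large, which excludes chance. For the 12 selected miRNAs the splits cannot tell, because the paper chose the 12 for differences among these groups on these arrays. For the 44 miRNAs that differed by depot on the control diet, 5 of 100 splits gave as many, so chance cannot be excluded. The other 4 exchanged the depots of 2 to 4 steers and gave 51, 60, 63 and 65 miRNAs. All 4 set steers C108 and C111 on the opposite side to steers C211, C405 and C410. The real split follows the slides, as each group had its own slide, and the other splits do not. A larger count in the real split thus excludes chance but not an effect of the slide.

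Differences between depots within a diet are also confounded with the slide, as 0 groups had arrays on more than 1 slide. The slide of the 8 arrays of a group and the depot cannot be told apart.

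Fewer miRNAs were detected in visceral than in subcutaneous fat on the high fat diet. The median summed intensity was also lower there, 151704 against 239868. By the common scaled intensity, 3.63 more miRNAs were counted in visceral fat (exact permutation p = 0.0227), so the direction depended on the count used. Weaker labelling of some visceral arrays is a candidate explanation of the fewer detection calls. Over the 8 visceral arrays the labelling spike-ins correlated with the number of detected miRNAs at Pearson r = 0.500 (permutation p = 0.206, adjusted p = 0.792 over the 4 groups tested) and Spearman rho = 0.524 (permutation p = 0.196), and r was 0.335 without the 2 arrays farthest from the median. With 8 arrays, this relation and its absence cannot be told apart.

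The 2 samples of a steer did not deviate together from their group means. Over the 91 miRNAs detected on all arrays, the median correlation of deviations was -0.198 for the samples of a steer, with 6 of 16 pairs above 0.1, and 0.0191 for samples of other steers of the diet in the other depot. With no shared deviation to explain, and both samples of a steer at the same position on their slides, an effect of the position on the slide cannot be told apart from one of the steer. Arrays at the same position on slides of the other diet had a median correlation of -0.0812. With the steer as a replicate block the correlation estimated in limma was -0.0525.

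For the 8 miRNAs that the paper reports as higher on the high fat diet by qRT-PCR, 5 were higher on the arrays in each depot. With no scaling and with the labelling spike-ins it was 7 in each depot, with the deposited values 4, and with scaling to bta-miR-181a 7 in subcutaneous and 6 in visceral fat. With normexp it was 2 and 1.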
